# Promotion of Melanoma Cell Proliferation by Cyclic Straining through Regulatory Morphogenesis

**DOI:** 10.3390/ijms231911884

**Published:** 2022-10-06

**Authors:** Siyuan Huang, Zhu Chen, Xiaoqiang Hou, Kuankuan Han, Bingshe Xu, Miao Zhang, Shukai Ding, Yongtao Wang, Yingjun Yang

**Keywords:** cyclic straining, melanoma, proliferation, mechanotransduction, cytoskeleton

## Abstract

The genotype and phenotype of acral melanoma are obviously different from UV-radiation-induced melanoma. Based on the clinical data, mechanical stimulation is believed to be a potential cause of acral melanoma. In this case, it is desirable to clarify the role of mechanical stimulation in the progression of acral melanoma. However, the pathological process of cyclic straining that stimulates acral melanoma is still unclear. In this study, the influence of cyclic straining on melanoma cell proliferation was analyzed by using a specifically designed cell culture system. In the results, cyclic straining could promote melanoma cell proliferation but was inefficient after the disruption of cytoskeleton organization. Therefore, the mechanotransduction mechanism of promoted proliferation was explored. Both myosin and actin polymerization were demonstrated to be related to cyclic straining and further influenced the morphogenesis of melanoma cells. Additionally, the activation of mechanosensing transcription factor YAP was related to regulatory morphogenesis. Furthermore, expression levels of melanoma-involved genes were regulated by cyclic straining and, finally, accelerated DNA synthesis. The results of this study will provide supplementary information for the understanding of acral melanoma.

## 1. Introduction

With high mortality and poor prognosis, melanoma is the most aggressive cutaneous cancer [1]. Clarified pathogenesis and progression mechanisms of melanoma are essential for the development of melanoma treatment. It is worth noting that the incidence and subtype of melanoma have obvious racial and regional differences [2,3]. Within Caucasian populations, the incidence of cutaneous and ocular melanomas is significantly higher than in dark-skinned individuals [4]. In addition, statistical data reveal that a higher incidence of melanoma is found on skin at fully exposed sites [5]. Based on this evidence, ultraviolet radiation is regarded by World Health Organization as a potential inducement for malignant melanoma, especially in fair-skinned populations. In this case, the pathological process of solar-radiation-induced melanoma has been well analyzed. UVA and UVB were able to damage DNA through the formation of reactive oxygen radicals [6] or the formation of forms of cyclobutene pyrimidine dimers and 6-4 photoproducts [7]. Additionally, oncogenic gene mutations, including BRAF, NRAS, and CDKN2A, were observed in most UV-induced melanomas [8]. On the other hand, in east Asia or in pigmented populations, the incidence of melanoma is significantly lower than in Europe and Oceania but has rapidly increased over the past decades [9]. The most prevailing subtype of melanoma in China, Korea, and Japan is acral melanoma [10]. Compared with solar-radiation-induced melanoma, primary lesions of acral melanoma are predominately located on the palms or soles of feet [11]. Unfortunately, research on acral melanoma is scarce. From common sense, doses of ultraviolet (UV) radiation in the acral region are significantly lower than on the skin at the dorsal back. In this case, acral melanoma is not believed to be caused by UV radiation [12]. Compared with UV-induced melanoma, acral melanoma has shown more genetic diversity [13] and no obvious predisposing genetic traits [14]. On the other hand, based on the clinical evidence of acral melanoma, the distribution of primary lesions at the palmoplantar surface has an obvious correlation with a mechanically stimulated region [15,16,17,18]. Additionally, high mechanical stress also correlates with oral mucosal melanoma [19]. Therefore, mechanical stimuli are considered another main etiology of melanoma. 

Over the past decades, the role of mechanical stimuli in the pathogenesis and therapeutic management of melanoma has gained extensive attention. Mechanical stimuli, including compression and tension, are always involved in daily human activities and simultaneously act on cells that are located at the palmoplantar surface. With the development of material engineering, these mechanical stimuli can be supplied by designed cell culture systems in vitro and have been demonstrated to be efficient in the regulation of various cell behaviors through mechanotransduction [20]. For instance, the stiffness of the substrate is an important factor in manipulating phenotype specification and the proliferation of melanoma cells [21]. In addition, the invasion process and nuclear envelope integrity of melanoma are affected by mechanical compression [22,23]. Previously, mechanotransduction has been demonstrated as the main pathway in cell-sensing extracellular biophysical stimuli [24]. At first, focal adhesions (FAs) were regarded as the main hub for cell–matrix interaction [25]. FAs are composed of various transmembrane proteins that directly bind to the extracellular matrix (ECM) and further regulate actin dynamics in adhesion structures and the contractility of stress fibers [26]. The activity of mechanosensing transcription factor Yes-associated protein (YAP) can be regulated by actin remolding through the Hippo signaling pathway [27]. Many studies have already revealed the critical role of YAP in mechanotransduction. As a downstream effector in the Hippo signaling pathway, YAP shuttles inside the nucleus and interacts with various transcription factors to activate specific genetic programs in sensing mechanical stimuli from the ECM [28]. In melanoma, the regulatory activity of YAP is able to regulate the phenotype differentiation of melanoma cells through YAP/PAX3/MITF or YAP/TEAD/SMAD transcription in sensing the stiffness of the ECM [29]. Therefore, it is necessary to elucidate the mechanism of morphogenesis and YAP-associated mechanotransduction in acral melanoma for sensing extracellular mechanical stimuli. Besides substrate stiffness and compression, dynamic straining also acts on the palmoplantar surface during daily activities. Unfortunately, even cyclic straining is critical in the regulation of other kinds of somatic or stem cell proliferation and differentiation [30,31], and their effects on melanoma progression are still not clear.

In this study, a cell culture system is designed and prepared to provide cyclic straining on melanoma cells in vitro. Then, the influence of cyclic straining on melanoma cell proliferation and DNA synthesis activity is characterized. Since FAs and the actin skeleton are essential in mechanotransduction, structures of the cytoskeleton and focal adhesions (FAs) are firstly characterized to elucidate the influence of cyclic straining on cellular morphogenesis. In addition, the activity of the transcription factor YAP (Yes-associated protein) and the expression levels of melanoma-related genes are analyzed to clarify the mechanism of cyclic straining promoting melanoma cell proliferation. Finally, the myosin inhibitor belbbistatin (Belbb.), actin polymerization cytochalasin D (Cyto D), and Rho-associated kinase (ROCK) inhibitor Y-27632 are applied to disrupt cytoskeleton organization and mechanotransduction.

## 2. Results and Discussion

### 2.1. Cell Culture System for Cyclic Straining

To provide cyclic straining on melanoma cells, a cell culture system was designed and prepared. As in the illustration of the cell culture system shown in Figure 1A, melanoma cells were seeded on flexible PDMS film. With a pressure change in the bottom cavity, the PDMS film presented cyclic concave and convex deformation (Figure 1B and Video S1). Indeed, the cyclic straining on melanoma cells was provided by the tensile deformation of PDMS. Eight units were designed and prepared in the PTFE panel for parallel experiments. In addition, the bottom cavity of each unit was connected to a double-channel syringe pump to obtain the pressure change. After melanoma cells were treated with cyclic straining and inhibitors for 24 h, their cell viability was characterized. As shown in Figure 1B, cyclic straining, belbbistatin, Y-27632, and cytochalasin D had no significant influence on cell viability and were suitable for further experiments. 

### 2.2. Melanoma Cell Proliferation

After melanoma cells were stimulated for 72 h, the proliferation of melanoma cells was assessed. In the results, the number of mechanically stimulated (MS) melanoma cells was higher than the cells without mechanical stimuli (Figure 2B). Based on previous evidence, extracellular biophysical stimuli are converted into electrochemical signals through mechanotransduction by regulating cytoskeleton-associated morphogenesis [32]. In this case, both myosin and actin polymerization were inhibited to explore the role of cytoskeleton organization in the mechanosensing of cyclic straining. As shown in Figure 2B, with the treatments of myosin inhibitor blebbistatin and actin polymerization inhibitor cytochalasin D, the amount of proliferated melanoma cells was significantly decreased (Figure 2B). In addition, in a comprehensive analysis of the inhibitor-treated proliferation results without mechanical stimulation, the positive effect of cyclic straining disappeared after myosin and actin polymerization inhibitor treatments (Figure S1). Consequently, the cytoskeleton, including myosin and actin filaments, was indicated as a critical regulator in sensing cyclic straining. Furthermore, the critical role of the ROCK signaling pathway in the regulation of actomyosin contraction and stress fiber formation has been revealed by previous research [33]. Therefore, Y-27632 was also applied to investigate the role of the ROCK signaling pathway in sensing cyclic straining. As a result, after the treatment of Y-27632, the amount of proliferated melanoma cells was increased but independent of mechanical stimuli (Figure 2B). According to a previous report, Y-27632 was able to promote BRAF-mutated melanoma cell proliferation through the activation of AKT and ERK [34]. Additionally, the enhanced proliferation ability of melanoma cells after Y-27632 treatment was independent of mechanical stimuli. These results indicated that Y-27632-activated proliferation was independent of mechanotransduction in sensing cyclic straining. 

In summary, the proliferation ability of melanoma cells was promoted by cyclic straining but inhibited after the disruption of cytoskeleton organization.

### 2.3. DNA Synthesis Activity

As shown in Figure S1, with the treatment of Cyto D, the number of melanoma cells was slightly decreased after mechanical stimulation. It was considered the result of cell detachment during the cyclic deformation of PDMS film after the inhibition of actin filaments polymerization. Thus, in order to precisely evaluate the influence of cyclic straining on melanoma cell proliferation, DNA synthesis activity was also explored by EdU assay. Since new DNA is always synthesizing during the mitosis of cells, DNA synthesis activity is able to reveal the potential for cell proliferation. The results of EdU incorporation showed a similar tendency to the CCK-8 results (Figure 3 and Figure 4). The DNA synthesis activity was significantly enhanced by cyclic straining and inhibited by disrupted myosin and actin filament formation. On the other hand, DNA synthesis activity was enhanced by the Y-27632 treatment. This result was consistent with the results of CCK-8. Consequently, it was another piece of evidence to support regulated myosin, and actin polymerization was the principal factor in cyclic straining promoting melanoma proliferation. It was interesting that with the treatment of cyclic straining, the positive effect on A375 cells was greater than on B16 cells. In a previous report, after the interference of mechanosensing ion channel Piezo 1, the proliferation ability of melanoma cells was inhibited [35]. Specifically, the decreased positive ratio of Ki67 in A375 cells was greater than the decreased value in B16 cells. This means the A375 cells are more sensitive to Piezo 1 than B16 cells. As a mechanosensing ion channel, Piezo 1 is able to allow the permeation of mechanosensitive Ca^2+^ during mechanical stimulation [36]. There is also another piece of evidence to show that the activated Piezo 1 channel is able to promote cancer cell proliferation through the AKT/mTOR pathway [37]. Therefore, regulated Piezo 1 activity is another potential factor in the regulation of melanoma cell proliferation.

In summary, DNA synthesis activity was also enhanced by cyclic straining and inhibited after the disruption of cytoskeleton organization. In addition, the regulated DNA synthesis activity was independent of the ROCK signaling pathway. Furthermore, mechanosensing ion channel Piezo 1 was also indicated as another regulator in sensing cyclic straining.

### 2.4. Cell Morphology and FAs

Based on previous reports, myosin activity and actin polymerization were demonstrated to be tightly related to cellular morphogenesis [38,39]. Furthermore, numerous studies have revealed that cell morphogenesis is critical in mechanical-stimuli-regulated biological processes [40,41,42,43]. Therefore, the cell morphology and cytoskeleton structure were characterized to elucidate the internal mechanism of cyclic straining effects on melanoma cell proliferation. As shown in Figure 5 and Figure 6, cell spreading and elongation were facilitated by mechanical stimulation in both A375 cells and B16 cells. In addition, with the disruption of myosin and actin filaments, the spreading area and aspect ratio of mechanically stimulated melanoma cells were significantly decreased. These results reveal cell spreading and elongation are regulated by cyclic straining through the rearrangement of the cytoskeleton. In our previous work and other research, well-spread or elongated cell morphology was able to accelerate nuclear DNA synthesis and further promote cell proliferation [44,45,46]. Consequently, well-spread and elongated cell morphology was considered an efficient factor in the regulation of melanoma cell proliferation through cyclic straining. There was another interesting phenomenon: for B16 cells, Y-27632 treatment was able to promote melanoma cell proliferation while simultaneously inhibiting cell spreading and elongation (Figure 5). For A375 cells, Y-27632 could inhibit cell elongation but also accelerate cell proliferation (Figure 6). These phenomena reveal that the Y-27632-promoted melanoma cell proliferation was independent of cyclic-straining-induced regulatory morphogenesis.

Additionally, the structure of FAs was also demonstrated to be related to DNA synthesis activity by a previous report [47]. Thus, the effects of cyclic straining on FAs were also investigated. In this study, vinculin was stained to indicate cytoplasm FA complexes. As shown in Figure 5 and Figure 6, cyclic straining was beneficial for melanoma cells to gain more FAs but inefficient in the regulation of the FAs’ size. Compared with the result of cell spreading, the larger spreading area was always associated with more FAs. With the inhibition of actin polymerization, the spreading area of melanoma cells was significantly decreased. In the results, with the treatment of myosin inhibitor, the decreased total FAs were also associated with a decreased spreading area. These results indicate that the cyclic-strained melanoma cells with higher DNA synthesis activity were always well spread and, further, generated more FAs. These results are consistent with a previous report that more FAs had positive effects on the acceleration of nuclear DNA synthesis [48]. Thus, the regulatory morphogenesis of melanoma cells with well-spread morphology and more FAs is considered an efficient pathway in the regulation of melanoma cell proliferation. 

In summary, cell spreading and elongation were facilitated by cyclic straining. Additionally, with an increased spreading area, the total area of FAs was also increased after mechanical stimulation treatment. Based on previous reports, the cyclic-straining-induced cell spreading and elongation were beneficial for the facilitation of cell proliferation. 

### 2.5. YAP Activity and Melanoma Gene Expression

As a crucial mechanosensory and mechanotransducer, Yes-associated protein (YAP) was also characterized in this study [49]. Since the transcription factor YAP is only functionalized within the karyotheca to regulate target gene expression, the distribution of YAP was analyzed to indicate YAP activity. As shown in Figure 7A,B, with mechanical stimulation, YAP transcription factors were predominately transported into nuclei. In contrast, more YAP was silenced within the cytoplasm of melanoma cells without cyclic straining. With the inhibition of actin polymerization, cells were significantly contracted, and it was difficult to distinguish the nuclear region from the cytoplasm in A375 cells. In this case, a myosin inhibitor was also applied to investigate the role of the cytoskeleton in the activation of YAP. In the results, with disrupted myosin and actin filaments, YAP was not able to be transported into nuclei after mechanical stimulation. These results revealed that YAP was activated by cyclic straining through the regulation of cytoskeleton-organization-induced morphogenesis. In addition, with the Y-27632 treatment, the localization of YAP was not significantly changed. This means the ROCK pathway was inefficient in the regulation of YAP activation. 

In the YAP signaling pathway, cell behavior variation has always been regarded as the result of regulatory gene expression. Moreover, the malignancy of melanoma cells is typically accompanied by recognized gene mutations [50]. 

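Gene expression was measured by RNA sequencing of B16 cells, a mouse melanoma cell line grown on the flexible PDMS film. A total of 9 libraries were analyzed, 3 from cells without straining (CTL), 3 from cells strained cyclically for 72 h (MS) and 3 from cells given the myosin inhibitor blebbistatin at 100 ng/mL for 72 h. The paper names the last group MS+Blebb. in Figure 7C, so that it includes straining, whereas the sample labels name blebbistatin alone. The group is called MS + Blebb. here, after the paper. The heat map shows a pair of columns for each group and the paper does not name the libraries behind them, so all 3 libraries of each group were used. The authors deposited an FPKM value (fragments counted on a gene, scaled by its length and by the mapped fragments of the library) for each of 22972 gene names in each library. The paper's text does not name the aligner, the counting program, the genome build or the annotation, and no genome positions are given for this reason. The number of reads per library is unknown, since low FPKM values of different libraries shared no common step (at most 1.48% of their ratios fell in any bin of 0.02 on the log2 scale). Between 9529 and 10235 genes reached 1 FPKM in the CTL libraries (median 10131), between 9917 and 10388 in MS (median 9999) and between 9553 and 10191 in MS + Blebb. (median 9763). Values were used as deposited and compared as log2(FPKM + 1), a scale that understates the change of genes near 0. The 10109 genes with a mean of at least 1 FPKM over the 9 libraries were tested in 1 limma fit with a mean-variance trend and Benjamini-Hochberg adjustment. Libraries of the same group were no more alike than libraries of different groups. Pearson's r across genes, which are not independent replicates, was between 0.939 and 0.992 in the 9 pairs within a group (median 0.974) and between 0.920 and 0.995 in the 27 pairs between groups (median 0.976). The 3 groups accounted for 13.2% of the total variance, against 25.0% for 3 groups of 3 that do not differ. The first principal component held 70.4% of the variance and placed CTL replicate 1 at -42.1 and MS + Blebb. replicate 2 at -43.9, with the other libraries between -10.0 and 35.8. FPKM also followed the GC content of the genes to a different degree in each library, with r between the deviation of a library from the gene means and GC content from -0.64 in MS replicate 1 to 0.55 in MS + Blebb. replicate 1.

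**Figure D1:**
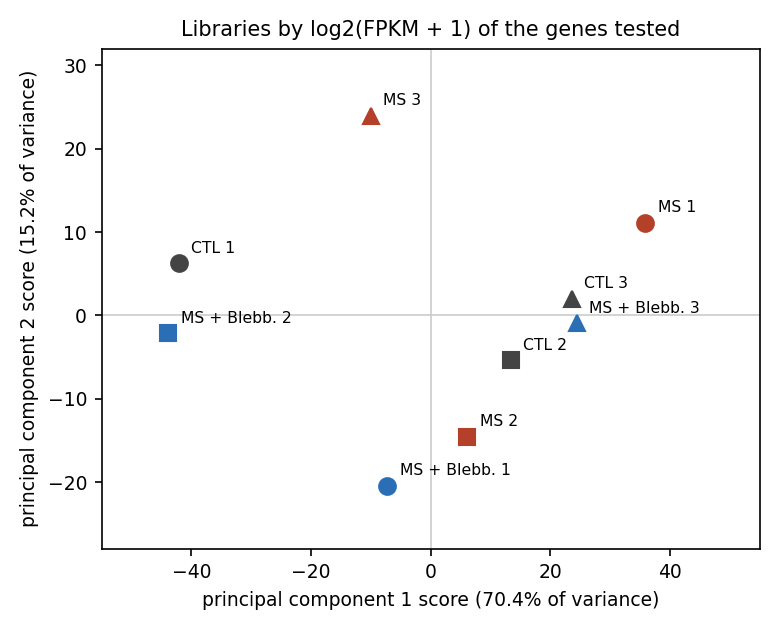
Scores of the 9 libraries on principal component 1 (x axis, 70.4% of the variance) and principal component 2 (y axis, 15.2%) of log2(FPKM + 1). Each point is a library, coloured by group and shaped by replicate number. CTL replicate 1 and MS + Blebb. replicate 2 lie together at the left, and the libraries of no group lie together.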

According to this basis, the expression level of melanoma- and mechanotransduction-involved genes was analyzed in B16 cells. In the results, mechanical stimulation promoted NRAS and BRAF expression but inhibited NF1 expression (Figure 7C). In particular, as a typical melanoma oncogene, BRAF was able to accelerate melanoma cell proliferation through the lineage-specific factor MITF [51]. 

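Nras was expressed at 12.8 ± 3.52 FPKM (SD, n = 3) in CTL and 16.0 ± 3.90 FPKM in MS. The log2 fold change was 0.31 with a standard error of 0.26 (adjusted p = 1.00, limma with Benjamini-Hochberg adjustment over all genes tested). The replicates overlapped, at 9.11, 13.1 and 16.1 FPKM in CTL and 20.1, 12.3 and 15.7 FPKM in MS. Braf was lower in level, at 1.90 ± 0.437 FPKM (SD, n = 3) in CTL and 2.17 ± 0.791 FPKM in MS, and its log2 fold change of 0.11 was smaller than its standard error of 0.24 (adjusted p = 1.00, limma). Nf1 was expressed at 4.04 ± 1.11 FPKM (SD, n = 3) in CTL and 4.16 ± 1.37 FPKM in MS, with a log2 fold change of 0.022 and a standard error of 0.29 (adjusted p = 1.00, limma). None of the 3 differences was larger than the spread between replicates. The increase of Nras was smallest without CTL replicate 1, at 0.11, and largest without CTL replicate 3, at 0.49. The Braf difference turned to -0.062 without MS replicate 1. The Nf1 difference was -0.18 without CTL replicate 1, -0.14 without MS replicate 1 and -0.057 without MS replicate 3, and 0.26 without MS replicate 2. Genes of low GC content had higher FPKM in MS than in CTL on average, but the libraries overlapped. For the tenth of genes with the lowest GC content, median deviations from the gene means were -0.53, 0.15 and 0.26 in CTL replicates 1, 2 and 3. In MS they were 0.59, -0.049 and 0.031. Nras and Braf both have a GC content of 42.6%. With the GC trend of each library removed, an alternative chosen after seeing the data, the log2 fold changes were 0.14 for Nras, -0.071 for Braf and -0.10 for Nf1. Under quantile normalization Nf1 was at -0.029.

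**Figure D2:**
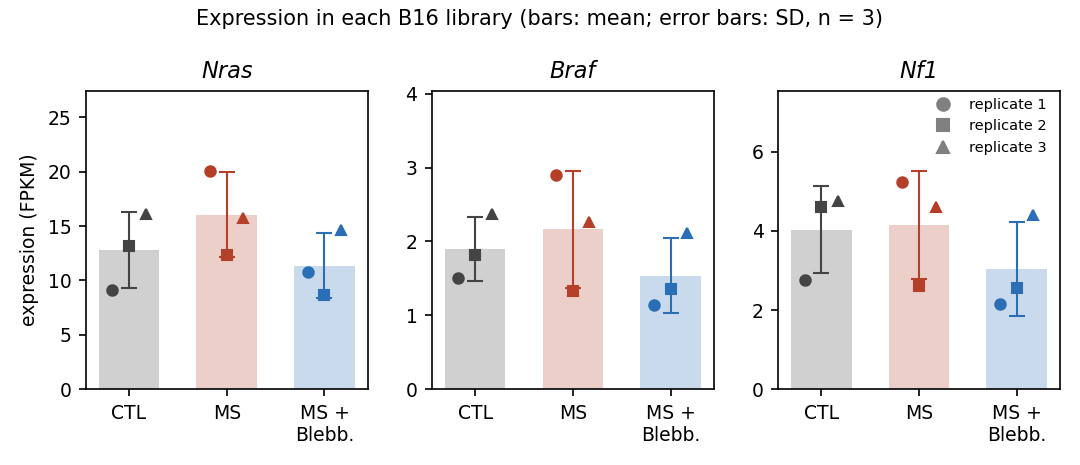
FPKM (y axis, from 0) of Nras, Braf and Nf1 in the CTL, MS and MS + Blebb. groups (x axis). Points are single libraries shaped by replicate number, bars are group means and error bars are SD (n = 3). The libraries of the 3 groups overlap for each gene, as for Nras with 16.1 FPKM in CTL replicate 3 and 12.3 FPKM in MS replicate 2.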

The NRAS mutation is also efficient in regulating melanoma proliferation [52]. On the other hand, as a tumor suppressor, the loss of NF1 commonly occurs in cutaneous melanoma [53]. All these regulatory gene expressions in mechanically stimulated melanoma cells are associated with the malignancy of melanoma and may be regulated by mechanosensing transcription factors. In this case, the expression level of mechanotransduction-associated genes was also characterized. 

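Of the 24 genes in Figure 7C, 19 had a mean of at least 1 FPKM and were tested. The TAZ of the figure was read as Wwtr1, since the mouse gene symbol Taz belongs to tafazzin. In MS against CTL, the log2 fold changes of the 19 genes lay between -0.30 (Smad3) and 0.31 (Nras), and 6 of them were above 0. The number of genes past a threshold of 0.05 was 0 over all genes tested and 0 when adjusted over the list alone, where the smallest adjusted p was 0.956 (limma). At an unadjusted p under 0.05 the number was also 0 (smallest 0.222, limma). It was 1 without MS replicate 2 (Smad2). It was also 1 (Piezo1) with a library block chosen after seeing the data. The block set apart CTL replicate 1, MS replicate 3 and MS + Blebb. replicate 2. These had scores below 0 on the first principal component once the GC trend was removed. Cdkn2a, Twist1 and Twist2 were listed at 0 in all 9 libraries. Kit was at most 0.0872 FPKM in any library, with means of 0.036 FPKM in CTL and 0.040 FPKM in MS (exact two-sided permutation test, p = 0.8). With 3 libraries against 3 this test allows no p under 0.1, so it cannot show whether Kit differed. Nf2, which the heat map also shows, was expressed at 42.2 ± 7.09 FPKM (SD, n = 3) in CTL and 38.1 ± 7.89 FPKM in MS, a log2 fold change of -0.15 with a standard error of 0.19 (adjusted p = 1.00, limma). The Nf2 value lay between -0.30 without MS replicate 3 and -0.030 without CTL replicate 1.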

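Yap1 was expressed at 35.5 ± 2.59 FPKM (SD, n = 3) in CTL, 33.9 ± 4.87 FPKM in MS and 33.0 ± 6.35 FPKM in MS + Blebb. Its log2 fold change was -0.068 in MS against CTL (standard error 0.16, adjusted p = 1.00, limma) and -0.047 in MS + Blebb. against MS (adjusted p = 0.962, limma). Wwtr1, the gene of the TAZ protein, was at 8.12 ± 0.441 FPKM (SD, n = 3) in CTL, 8.69 ± 1.73 FPKM in MS and 7.42 ± 0.584 FPKM in MS + Blebb. Its log2 fold change was 0.072 in MS against CTL (standard error 0.16, adjusted p = 1.00, limma) and -0.19 in MS + Blebb. against MS (adjusted p = 0.897, limma). Tafazzin, listed as Taz, had a log2 fold change of -0.013 in MS against CTL (standard error 0.22). The direction of several of these small differences was not stable. In MS against CTL, Yap1 was at 0.0037 without MS replicate 1 and Wwtr1 at -0.035 without MS replicate 3, and in MS + Blebb. against MS, Yap1 was at 0.064 without MS replicate 3. Wwtr1 stayed below 0 in MS + Blebb. against MS with each library left out, between -0.34 without MS replicate 2 and -0.081 without MS replicate 3. With the GC trend removed, Yap1 was at -0.18 and Wwtr1 at -0.072 in MS against CTL. In MS + Blebb. against MS, Yap1 was then at 0.17 and Wwtr1 at 0.078.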

As shown in Figure 7C, cyclic straining only affected YAP location but not the expression of YAP/TAZ. However, the expression level of YAP/TAZ co-transcription factors (TEAD1 and TEAD2) and mechanoregulators (SMAD1 and SMAD2) was impacted by cyclic straining or cytoskeleton disruption. Thus, the regulatory expression of melanoma-specific genes may relate to the affected transcription factors through mechanotransduction and, finally, impact DNA synthesis activity through regulatory morphogenesis. In addition, since the mechanosensing ion channel Piezo 1 was also considered a regulator in sensing cyclic straining, the expression level of Piezo 1 and Piezo 2 was also characterized. 

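Tead1 was expressed at 2.84 ± 1.61 FPKM (SD, n = 3) in CTL, 2.58 ± 1.12 FPKM in MS and 1.95 ± 1.12 FPKM in MS + Blebb. Its log2 fold change was -0.041 with a standard error of 0.41 in MS against CTL and -0.31 in MS + Blebb. against MS. Leaving out CTL replicate 3 turned the first value to 0.21, and leaving out MS + Blebb. replicate 2 brought the latter to 0.0047. Tead2 was more abundant, at 45.7 ± 2.63, 41.8 ± 2.78 and 49.2 ± 8.90 FPKM (SD, n = 3) in CTL, MS and MS + Blebb. It was lower in MS than in CTL by a log2 fold change of -0.13 (standard error 0.15) and higher in MS + Blebb. than in MS by 0.22, and both directions held with each library left out. The first value was -0.074 without MS replicate 2, and the latter was between 0.12 without MS + Blebb. replicate 2 and 0.37 without MS + Blebb. replicate 3. Tead2 has a GC content of 57.9%, and with the GC trend removed its values were -0.027 and 0.077. Smad1 was at 3.73 ± 1.33, 3.81 ± 0.624 and 3.89 ± 0.757 FPKM (SD, n = 3) in CTL, MS and MS + Blebb., with log2 fold changes of 0.062 in MS against CTL and 0.018 in MS + Blebb. against MS. The first of these was -0.0097 under quantile normalization and -0.19 without CTL replicate 1, and the latter was -0.023 with the GC trend removed and -0.077 without MS + Blebb. replicate 3. Smad2 was at 3.87 ± 0.355, 4.78 ± 1.42 and 3.40 ± 0.378 FPKM (SD, n = 3) in CTL, MS and MS + Blebb. Its log2 fold change of 0.22 in MS against CTL (standard error 0.20) was between 0.073 without MS replicate 1 and 0.44 without MS replicate 2, and it was -0.37 in MS + Blebb. against MS, between -0.58 without MS replicate 2 and -0.22 without MS replicate 1. Removing the GC trend brought Smad2 to 0.10 and -0.13. None of the 4 genes passed the threshold. Their adjusted p was 1.00 for straining and between 0.897 and 0.990 for blebbistatin (limma with Benjamini-Hochberg adjustment).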

In the results, the expression level of Piezo ion channels was independent of mechanical stimulation or inhibitor treatment. This means the cyclic straining may only switched the Piezo channels instead of regulating their expression.

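Piezo1 was expressed at 33.6 ± 8.21 FPKM (SD, n = 3) in CTL, 27.2 ± 6.10 FPKM in MS and 32.2 ± 5.83 FPKM in MS + Blebb. The log2 fold change was -0.29 in MS against CTL (standard error 0.22, adjusted p = 1.00, limma) and 0.24 in MS + Blebb. against MS (standard error 0.22, adjusted p = 0.897, limma). The first lay between -0.45 without MS replicate 3 and -0.10 without CTL replicate 1, and the latter between 0.098 without MS replicate 1 and 0.40 without MS replicate 3. Among 200 genes of like GC content and level, which had a median of -0.11 in MS against CTL, Piezo1 lay at percentile 1.0, and with the GC trend removed its values were -0.18 and 0.094. Piezo2 was close to 0, with a highest value of 0.0105 FPKM in MS replicate 1, and it was below the minimum for the limma test. Its means were 0.00215 FPKM in CTL, 0.00562 FPKM in MS and 0.00519 FPKM in MS + Blebb. The exact two-sided permutation test gave p = 0.5 for MS against CTL and p = 0.9 for MS + Blebb. against MS. With 3 libraries against 3 this test allows no p under 0.1, so it cannot show whether Piezo2 differed. At this level a difference in Piezo2 could not be detected.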

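In MS + Blebb., Nras was expressed at 11.3 ± 3.01 FPKM (SD, n = 3), Braf at 1.54 ± 0.510 FPKM and Nf1 at 3.04 ± 1.20 FPKM. Against MS, the log2 fold change was -0.47 for Nras (standard error 0.26), -0.31 for Braf (standard error 0.24) and -0.35 for Nf1 (standard error 0.29), and the adjusted p was 0.897 for each (limma with Benjamini-Hochberg adjustment). All 3 genes were lower in MS + Blebb. than in MS with each library left out in turn, but the size of the difference depended on single libraries. Nras lay between -0.65 without MS + Blebb. replicate 3 and -0.30 without MS replicate 1, Braf between -0.51 without MS replicate 2 and -0.14 without MS replicate 1, and Nf1 between -0.59 without MS replicate 2 and -0.20 without MS + Blebb. replicate 1. With the GC trend of each library removed, the differences were -0.16 for Nras, -0.0042 for Braf and -0.12 for Nf1. Over the 19 panel genes tested in this comparison, log2 fold changes lay between -0.47 and 0.34, and 0 genes passed when adjusted over the list alone (smallest adjusted p = 0.636, limma). The number of panel genes at an unadjusted p under 0.05 was 0 as well. It was 3 without MS replicate 2 (Smad2, Wwtr1 and Smad5) and 3 without MS + Blebb. replicate 3 (Tead2, Nras and Smad5), where the smallest p adjusted over the list alone was 0.139 and 0.285 (limma). With the library block it was 1 (Smad3), and the smallest p adjusted over the list alone was 0.339 (limma). Kit had means of 0.038 FPKM in MS + Blebb. and 0.040 FPKM in MS (exact two-sided permutation test, p = 1). This test allows no p under 0.1 here and cannot show whether Kit differed.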

In summary, the localization of YAP and the expression of melanoma-associated mutated genes were regulated by cyclic straining and cytoskeleton inhibitors. The results of YAP positioning demonstrated that the YAP-associated mechanotransduction pathway was activated during the cyclic straining treatment. In addition, the regulatory gene expression also indicated the potential relationship between the mechanotransduction pathway and melanoma progression.

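Over all 10109 genes tested, the number with an adjusted p under 0.05 was 0 in MS against CTL, 0 in MS + Blebb. against MS and 0 in MS + Blebb. against CTL (limma with Benjamini-Hochberg adjustment). The smallest adjusted p values were 1.00, 0.375 and 1.00. At an unadjusted p under 0.05 there were 16 genes in MS against CTL, of which 9 rose and 7 fell. There were 126 in MS + Blebb. against MS, with 73 higher and 53 lower, and 9 in MS + Blebb. against CTL, with 8 higher and 1 lower. Chance alone gives 505 of 10109 genes on average. Genes move together within libraries, so a single count can lie far from this average on either side. Other splits of the MS and CTL libraries gave between 13 and 1144 genes. With each library left out the count was between 7 (without MS replicate 1) and 115 (without MS replicate 2) in MS against CTL, and up to 94 in MS + Blebb. against CTL (without MS + Blebb. replicate 3). In MS + Blebb. against MS it was between 34 without MS replicate 1 and 934 without MS + Blebb. replicate 3, and 598 without MS replicate 2. The counts of 934 and 598 were above the average by chance. With all libraries kept, other splits of the MS + Blebb. and MS libraries gave between 15 and 2063 genes. Neither count therefore shows an effect of blebbistatin. Genes whose 3 libraries in one group did not overlap with the 3 in the other were also counted. They made up 3.17%, 3.73% and 2.08% of the genes in the 3 comparisons, against 10% on average by chance. Leaving out MS replicate 2 gave 1 gene in each of the comparisons with MS. It was Gm49527, chosen after its values were seen, with 0 and 0.192 FPKM in the remaining MS libraries and 5.33 FPKM in the one left out. Across the alternatives apart from leaving out single libraries, the smallest adjusted p lay between 0.562 (with only the groups compared in the fit) and 1.00 for MS against CTL, and between 0.0760 and 0.949 for MS + Blebb. against MS. In simulations on the libraries' own deviations, the same fit recovered 41% of 200 genes changed by 1 on the log2 scale and 90.5% of those changed by 2. The deviations cancel out within each group, so the fit estimated each added change without error. These shares therefore do not show how often the real comparison would find such changes. From Figure 7C and from YAP staining, the paper proposes that melanoma-associated genes may be regulated through transcription factors of the mechanotransduction pathway. RNA levels do not measure the location of YAP.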

## 3. Materials and Methods

### 3.1. Design and Preparation of Cell Culture System

A cell culture system with a polytetrafluoroethylene (PTFE) mold and flexible polydimethylsiloxane (PDMS) film was designed and prepared to provide cyclic straining on melanoma cells. As shown in Figure 1A, the PTFE mold contains the PDMS film in a separate cavity. The cavity in the upper PTFE panel, with 12 mm inner diameter and 10 mm depth, was designed for cell culture. In addition, the cavity at the bottom PTFE panel, with 12 mm inner diameter and 10 mm depth, was connected with a syringe pump (LSP02-2B, Longer Precision Pump Co., Ltd., Baoding, China) to obtain adjustable air pressure within the lower cavity. The PDMS film with 100 μm in thickness was commercially purchased from Hangzhou Bald Advanced Materials Technology Co., Ltd. and firstly cut into a circular shape of 14 mm diameter. After oxygen plasma treatment (100 sccm, 40 W, 180 s, VP-S5, Guangzhou SunJune Technolog Co., Ltd., Guangzhou, China), the PDMS film was placed between the upper and bottom cavities of the PTFE mold for bottom cavity sealing and cell adhesion. With the reciprocating motion of the syringe pump, the positive and negative air pressures were alternately applied within the sealed bottom cavity, and this drove the cyclic tensile deformation of the PDMS film. Before cell culture, the cell culture system was sterilized with 70% ethanol for 20 min and rinsed with PBS solution twice.

### 3.2. Cell Culture

Mouse melanoma cells (B16) and human melanoma cells (A375) were purchased from Procell Lifer Science & Technology Co., Ltd. (Wuhan, China) and subcultured in DMEM medium (Mishu (Xi’an) Biotechnology Co., Ltd., Xi’an, China) supplied with 10% FBS (Biological Industries Israel Beit Haemek Ltd., Beit Haemek, Israel) and 1% penicillin–streptomycin (Mishu (Xi’an) Biotechnology Co., Ltd., Xi’an, China); 1 mL cell suspension (5000 cells/mL) was seeded in each well of the cell culture system. After being cultured in a humidified CO_2_ incubator for 24 h, the medium with suspended cells was refreshed, and the syringe pump was operated to provide cyclic straining for the melanoma cells. The injection volume and speed of the syringe pump were set as 1 mL and 1 mL/s to obtain 1 Hz tensile deformation of PDMS film. Melanoma cells were stimulated for 6, 24, or 72 h in different experiments.

### 3.3. Belbbistatin, Cytochalasin D and Y-27632 Treatment

The myosin inhibitor belbbistatin (Shanghai Aladdin Biochemical Technology Co., Ltd., Shanghai, China), actin polymerization inhibitor cytochalasin D (Shanghai Aladdin Biochemical Technology Co., Ltd., Shanghai, China) and ROCK pathway inhibitor Y-27632 (Shanghai Aladdin Biochemical Technology Co., Ltd., Shanghai, China) were applied to disrupt cytoskeleton organization. After cell culture in the cell culture system for 24 h, the medium with suspended cells was refreshed by cell-cultured medium with 100 ng/mL blebbistatin or 100 ng/mL cytochalasin D or 2 μM Y-27632. Then, cyclic straining was applied for a further 6, 24, and 72 h for each experiment.

### 3.4. Cell Viability Analysis

Cells were stained by calcein-AM/PI assay (Beijing Solarbio Science & Technology Co., Ltd., Beijing, China) to investigate the influence of cyclic straining and inhibitors on cell viability. After cell culture in the cell culture system and being cyclic-strained for 6 h, samples were firstly rinsed with prewarm PBS and stained with calcein-AM/PI according to the product manual. Fluorescent images of the stained sample were recorded by a fluorescence microscope (MF52-N, Guangzhou Micro-shot Technology Co., Ltd., Guangzhou, China). 

### 3.5. Actin, Vinculin, and Nuclei Staining

The actin of melanoma cells was stained to calculate the cell spreading area and aspect ratio. Simultaneously, vinculin was stained to analyze the structure of FAs in the cytoplasm. After melanoma cells were mechanically stimulated for 6 h, the samples were firstly fixed by 4% cold paraformaldehyde for 10 min and subsequently treated by 1% Triton X-100 and 0.02% Tween-20 at room temperature for 30 min. Then, the samples were blocked with 1% *w*/*w* bovine serum albumin (BSA, Shanghai Aladdin Biochemical Technology Co., Ltd., Shanghai, China) at room temperature for 30 min. After the blocking process, an aqueous solution of rabbit anti-vinculin antibody (Abcam plc.) at a dilution ratio of 1:100 in 2% BSA was incubated with samples at 37 °C for 1 h. The samples were rinsed with 0.02% Tween-20 aqueous solution at room temperature for 30 min. After being washed with PBS three times, the samples were incubated in an aqueous solution of Alexa Fluor-488-labeled donkey anti-rabbit IgG antibody (Invitrogen, Carlsbad, CA, USA) at a dilution ratio of 1:1000 at 37 °C for 1 h. Finally, actin filaments were stained by incubating the samples with Alexa Fluor-594 phalloidin (Beijing Solarbio Science & Technology Co., Ltd., Beijing, China) at a dilution ratio of 1:40 in PBS at room temperature for 20 min. Nuclei were stained with 10 mg/mL of Hoechst 33,258 (Beijing Solarbio Science & Technology Co., Ltd., Beijing, China). After being rinsed with PBS, the samples were observed and recorded using a fluorescence microscope. The total amount and average size of focal adhesion were calculated using ImageJ software according to a previous report [54]. The contrast of fluorescent images was adjusted to elucidate stained FAs. The limitations of circularity and area were set during the calculation of FAs to avoid the nonspecific absorption of fluorochrome in cytoplasm and nuclei. The spreading area and aspect ratio of cells were calculated from actin-stained images using ImageJ software. More than 30 cells from 3 independent experiments were analyzed.

### 3.6. CCK-8 and EdU Incorporation Assay

The proliferation of melanoma cells was characterized by CCK-8 and EdU incorporation assay. After being cell-cultured and stimulated for 72 h, the medium was replaced by CCK-8 reagent (1:10 diluted in cell culture medium, Mishu (Xi’an) Biotechnology Co., Ltd., Xi’an, China) and further incubated for 1 h in a humidified incubator. The absorbance at 450 nm was recorded. Three parallel experiments were analyzed to get quantitative data. Before the EdU incorporation assessment, melanoma cells were firstly cultured in FBS free medium for 8 h before cell culture. After being cell-cultured in the system for 24 h and stimulated for another 24 h, a BeyoClick^TM^ EdU cell proliferation kit with Alexa Fluor 488 (Beyotime Biotechnology, Haimen, China) was applied according to the product manual. The stained samples were observed and recorded by a fluorescent microscope. More than 50 cells from 3 independent experiments were analyzed to get quantitative data.

### 3.7. YAP and Nuclei Staining

After melanoma cells were stimulated by cyclic straining for 24 h, the YAP and nuclei were stained to analyze YAP localization. Firstly, the samples were fixed with 4% cold paraformaldehyde for 10 min and permeabilized with 1% Triton X-100 for 2 min. Then, the samples were blocked with 2% BSA and incubated with 1:100 diluted rabbit anti-YAP antibody (Proteintech Group, Inc., Rosemont, IL, USA) for 1 h in a humidified incubator. After being rinsed with PBS, the samples were subsequently incubated with Alexa Fluor-488-labeled donkey anti-rabbit IgG antibody (Abcam plc.) at a dilution ratio of 1:1000 for another 1 h. Finally, the nuclei were stained by Hoechst 33,258. The nuclear or cytoplasmic localization of YAP was analyzed according to a previous article [48]. More than 50 cells from 3 independent experiments were analyzed to get quantitative data.

### 3.8. Eukaryotic Transcriptome Sequencing and Differentially Gene Expression Analyses

After melanoma cells were cultured in the system for 24 h and mechanically stimulated for 72 h, RNA was extracted and purified by using TRIzol^®^ reagent (Thermo Fisher Scientific, Inc., Waltham, MA, USA). Then, the Illumina transcriptome sequencing was performed to analyze the differential gene expression. The normalized FKPM value was analyzed to generate a gene expression heatmap.

### 3.9. Statistical Analysis

The significant difference among samples was calculated using a one-way analysis of variance (ANOVA) with Tukey’s post hoc test for multiple comparisons. The data are presented as means ± standard deviations (SDs). It is considered to be a statistically significant difference when *p* < 0.05.

## 4. Conclusions

The effects of cyclic straining on melanoma cell proliferation through mechanotransduction were systemically analyzed in this study. As shown in Figure 8, the possible mechanism of promoted cell proliferation is explained by the following pathway. Firstly, myosin and actin polymerization are regulated by cyclic straining and further influence cell spreading and elongation. Then, the regulatory morphogenesis of melanoma cells induces the activation of mechanosensing transcription factor YAP. The activated YAP and associated transcription factors may be targeted on the melanoma-involved genes and, finally, accelerate DNA synthesis activity. These results provide supplementary information for understanding the pathological process of mechanical-stimulation-induced melanoma.

## Figures and Tables

**Figure 1:**
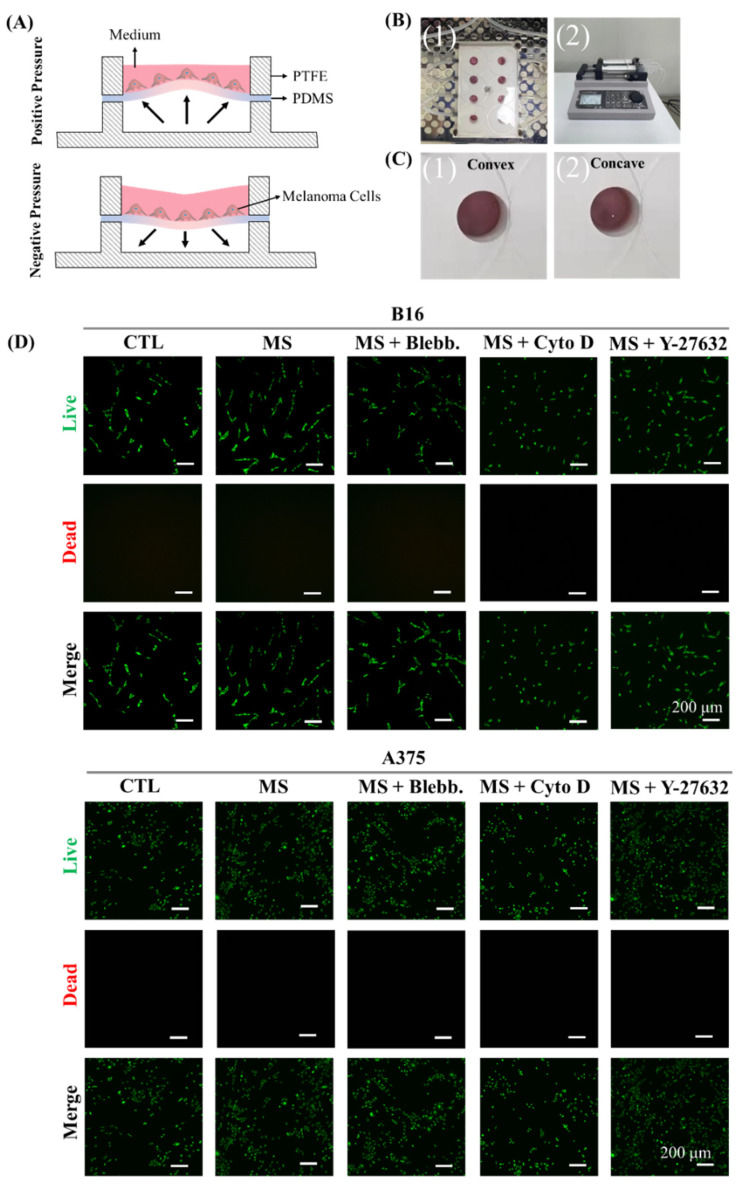
Cyclic-strained cell culture system and cell viability. (**A**) Illustration of the cell culture system. (1) PTFE panel with 8 cell culture wells. (2) Syringe pump. (**B**) Convex (1) and concave (2) deformation of PDMS film. (**C**) Representative fluorescent images of live/dead staining. CTL: control. MS: mechanically stimulated. MS + Blebb.: mechanically stimulated with Blebb treatment. (**D**) MS + Cyto: mechanically stimulated with Cyto D treatment. MS + Y-27632: mechanically stimulated with Y-27632 treatment.

**Figure 2:**
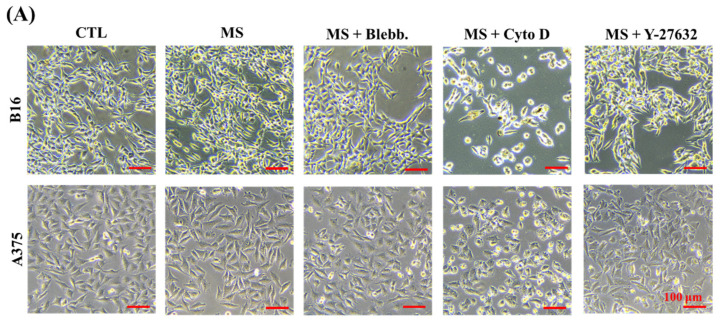

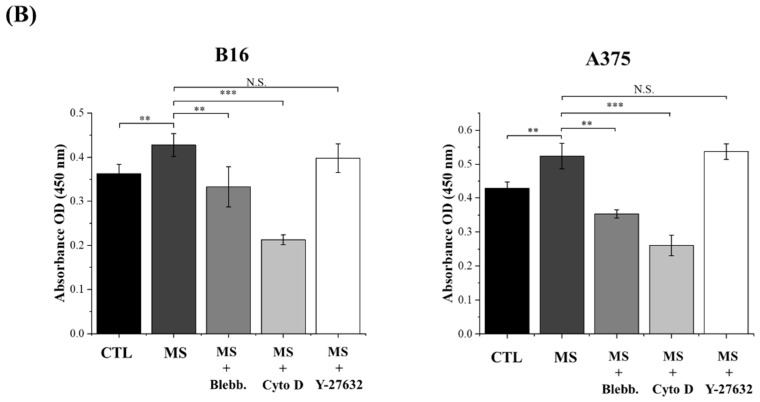
Influence of cyclic straining and inhibitors on melanoma cell proliferation. (**A**) Representative images of melanoma cells with cyclic straining and inhibitor treatment. (**B**) Quantitative data of melanoma cell proliferation from CCK-8 assay. Data are presented as means ± SDs (*n* = 3). ** *p* < 0.01, *** *p* < 0.001, N.S.: Not Significant.

**Figure 3:**
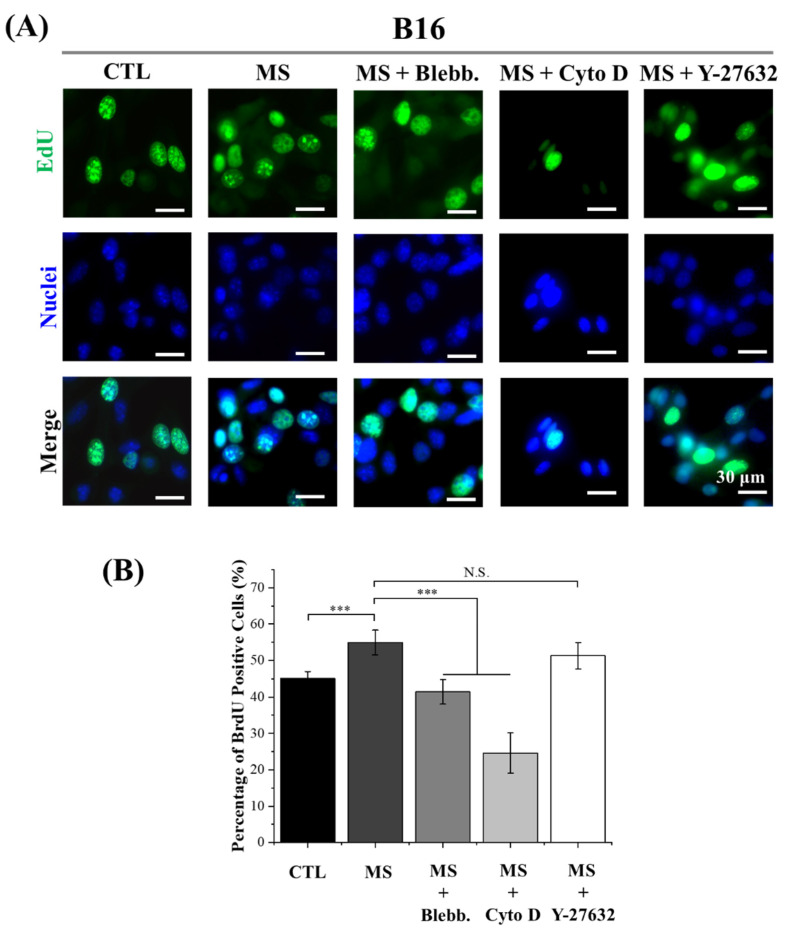
Influence of cyclic straining and inhibitors on the DNA synthesis activity of B16 cells. (**A**) Representative fluorescent images of EdU incorporation. (**B**) Quantitative data of EdU incorporation assay. Data are presented as means ± SDs (*n* = 3). *** *p* < 0.001, N.S.: Not Significant.

**Figure 4:**
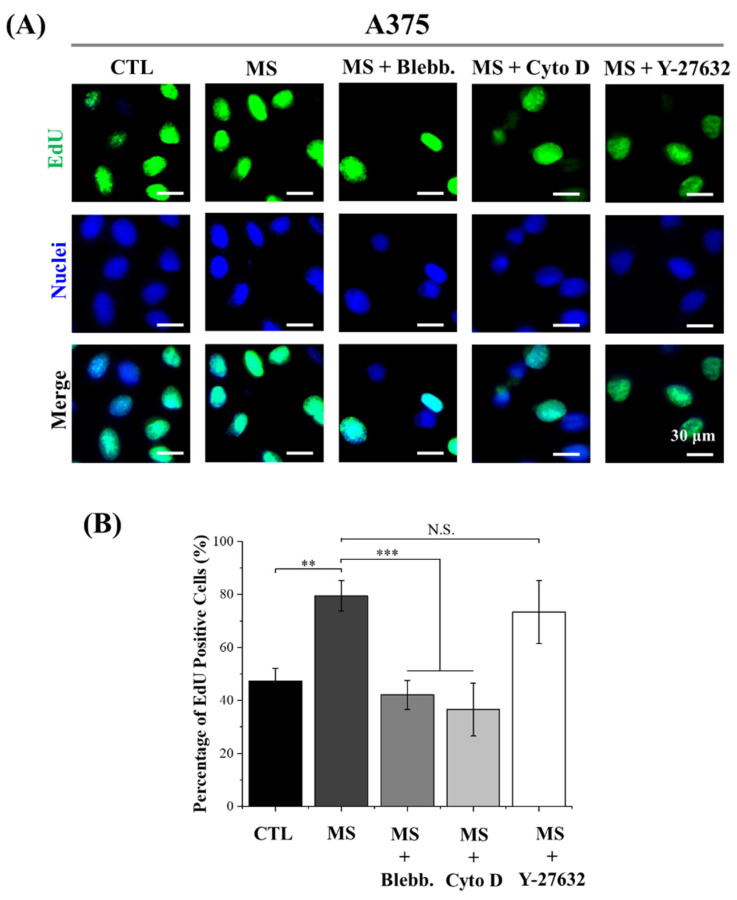
Influence of cyclic straining and inhibitors on the DNA synthesis activity of A375 cells. (**A**) Representative fluorescent images of EdU incorporation. (**B**) Quantitative data of EdU incorporation assay. Data are presented as means ± SDs (*n* = 3). *** *p* < 0.001, ** *p* < 0.01, N.S.: Not Significant.

**Figure 5:**
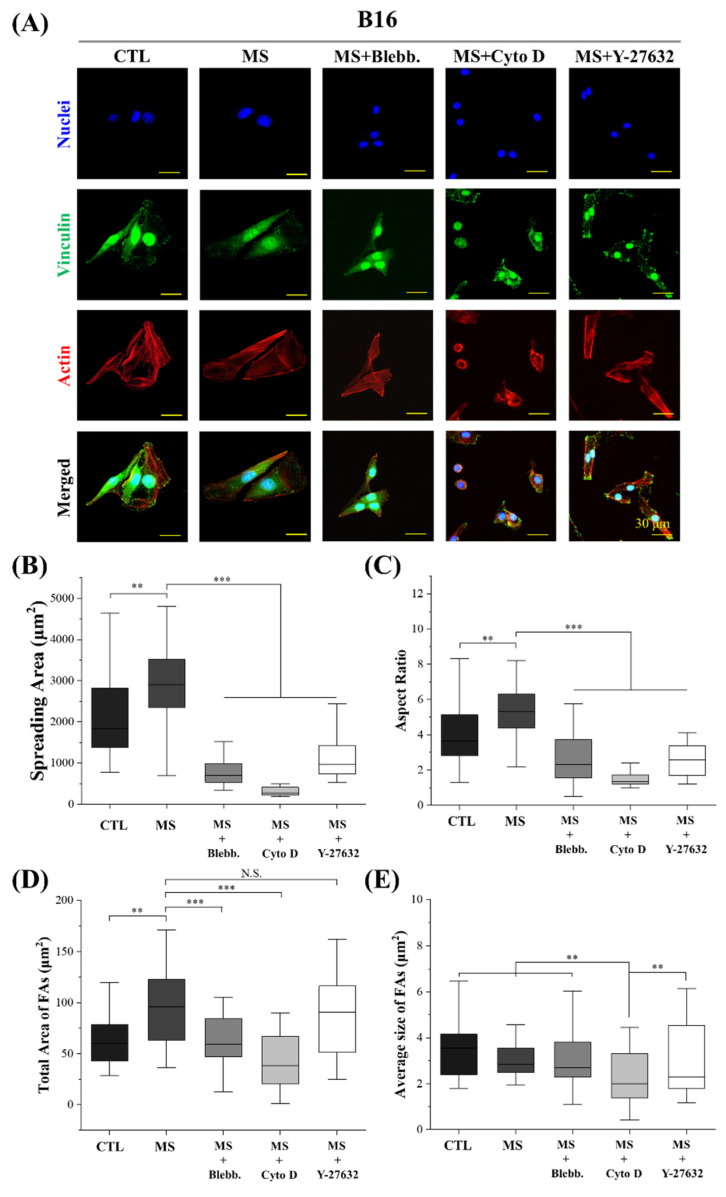
Influence of cyclic straining and inhibitors on the morphogenesis of B16 cells. (**A**) Representative fluorescent images of actin, vinculin, and nuclei-stained B16 cells. (**B**) Spreading area of B16 cells (*n* > 30). (**C**) Aspect ratio of B16 cells (*n* > 30). (**D**) Total size of focal adhesions in B16 cells. (*n* > 30). (**E**) Average size of focal adhesions in B16 cells (*n* > 30). ** *p* < 0.01, *** *p* < 0.001, N.S.: Not Significant.

**Figure 6:**
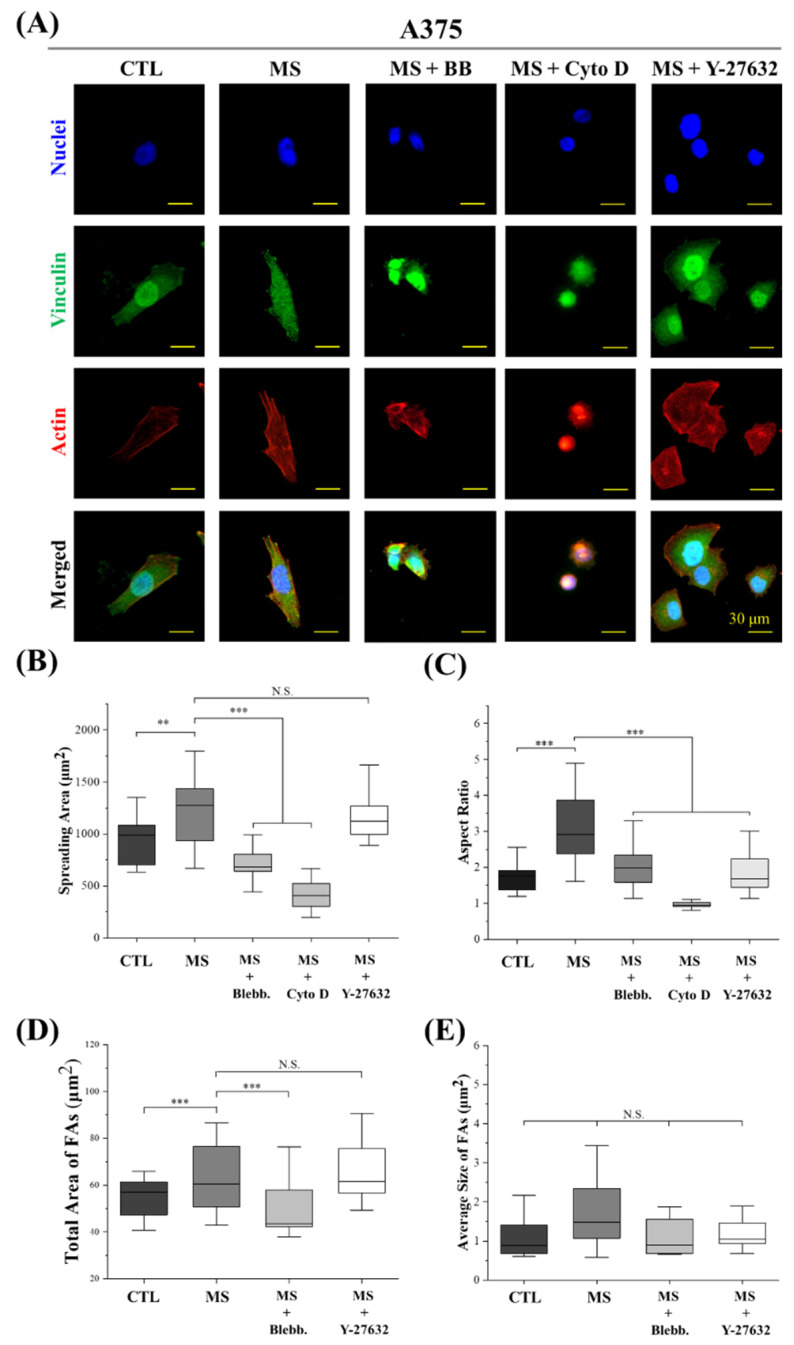
Influence of cyclic straining and inhibitors on the morphogenesis of A375 cells. (**A**) Representative fluorescent images of actin, vinculin, and nuclei-stained A375 cells. (**B**) Spreading area of B16 cells (*n* > 30). (**C**) Aspect ratio of A375 cells (*n* > 30). (**D**) Total size of focal adhesions in A375 cells. (*n* > 30). (**E**) Average size of focal adhesions in B16 cells (*n* > 30). ** *p* < 0.01, *** *p* < 0.001, N.S.: Not Significant.

**Figure 7:**
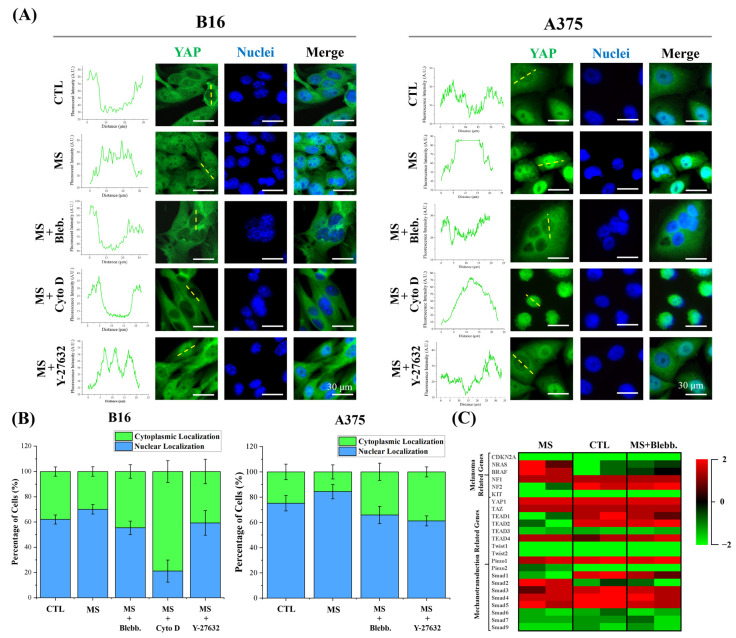
Influence of cyclic straining and inhibitors on YAP localization and gene expression. (**A**) Representative fluorescent images of YAP and nuclei-stained melanoma cells. (**B**) Quantitative data for YAP localization (*n* = 3). (**C**) Heat map of RNA sequencing transcriptome analysis for selected genes. Data are presented as means ± SDs.

**Figure 8:**
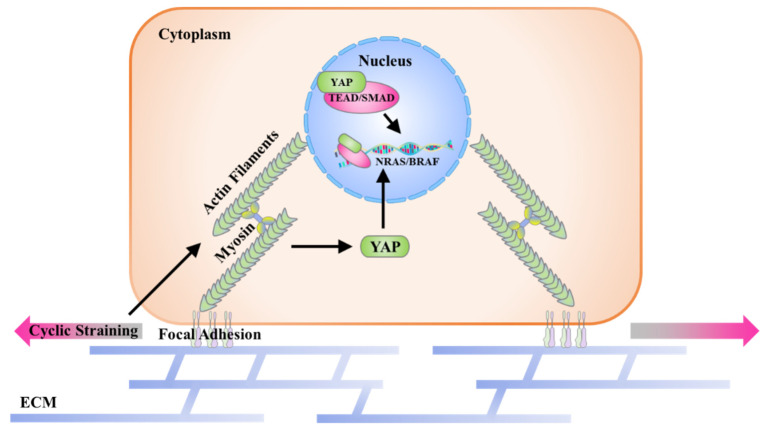
Schematic representation of the potential mechanism in cyclic-straining-promoted proliferation through regulatory morphogenesis.

## Data Availability

The data presented in this study are available upon request from the corresponding author. The data of the eukaryotic transcriptome sequencing were deposited in the Gene Expression Omnibus (GEO) with the accession code GSE214638.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911884/s1.

# Supplementary material for: Promotion of Melanoma Cell Proliferation by Cyclic Straining through Regulatory Morphogenesis
**Source:** Int J Mol Sci. 2022 Oct 6;23(19):11884. doi: 10.3390/ijms231911884
**Supplement:** Supplementary file 1

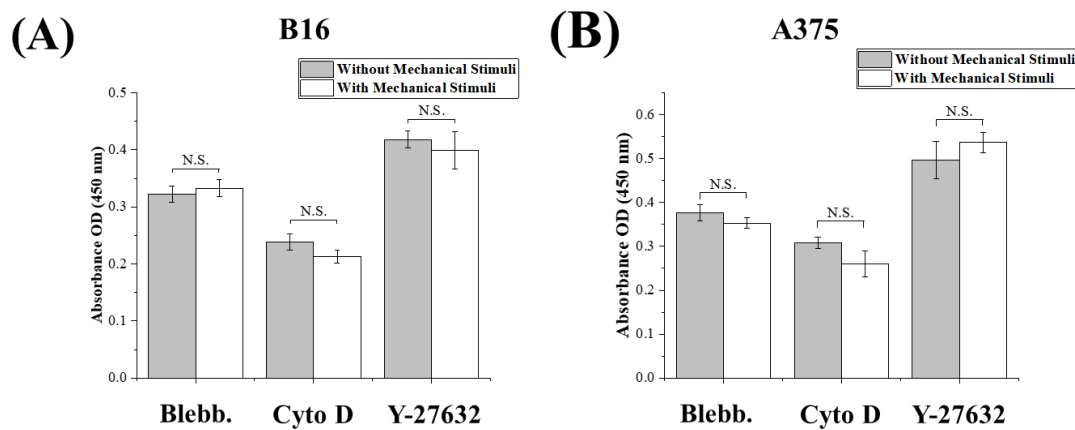

**Figure S1** Influence of cyclic straining and inhibitors on melanoma cells' proliferation. (A) and (B) Quantitative data of melanoma cells' proliferation from CCK-8 assay. Data are presented as means  $\pm$  SDs (n = 3).

How the deposited data were processed for this re-analysis (not part of the article)

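RNA sequencing of B16 mouse melanoma cells was analyzed in 9 libraries, 3 each for CTL, MS and MS + Blebb. Conditions and replicate numbers were taken from the sample labels and the group names from Figure 7C. The labels of the last group name blebbistatin and no straining, while the paper names both.

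The authors sequenced RNA extracted with TRIzol on an Illumina platform and deposited one FPKM value per gene and library. The column of CTL replicate 1 is headed by the sample's name instead of the unit and was read as FPKM like the others, since the paper's methods name this unit and the column sums to 484093, near the other libraries. FPKM had therefore already been scaled by gene length and by the number of mapped fragments before the values were deposited. The columns summed to between 439939 and 484093 FPKM. The aligner, the counting program, the genome build, the annotation and any filter are not named in the paper's text. Of 22972 gene names, 21437 are gene symbols in GENCODE M21, 1113 are loci with an assembler's number in place of a symbol, and 6489 genes were at 0 in all libraries. No reads were counted here, and no pair of libraries held identical values. The depth is unknown, so no counting intervals or floors are given, and precision was judged from the spread between replicates.

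Values were transformed as log2(FPKM + 1), and 10109 genes with a mean of at least 1 FPKM over all libraries were tested in limma 3.58.1 under R 4.3.3, with lmFit on the 3 groups and eBayes with a mean-variance trend. Tests were two-sided with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The paper's statistics section names a one-way analysis for all groups and does not name a test for the sequencing data. Genes under the minimum were compared by exact permutation. The fit was tested on simulated data, where independent noise with each gene's own SD gave 46.5% of 200 genes changed by 1 on the log2 scale and 85.5% of those changed by 2, and 0 genes where nothing was changed. Of the genes tested, 9683 (95.8%) had a GC content, taken from the longest GENCODE M21 transcript of the symbol.

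Apart from the genes marked in the text as chosen after their values were seen, the genes named were set before the data were examined. They are the 24 genes of Figure 7C, Mitf, and in each of MS against CTL and MS + Blebb. against MS the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 5 FPKM and no overlap between the groups. No gene met the last rule. A further 6 lists were set at the same time. They hold YAP targets (14 of 22 genes tested), MAPK output (10 of 15), S phase (41 of 42), G2/M (48 of 51), SRF and actin targets (10 of 18) and pigment genes (14 of 14). The lists were tested with camera at an inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it, and adjusted over all lists and comparisons. The 3 lists of marker genes of other cell types (fibroblast, macrophage and keratinocyte, 18 genes) were written before they were tested but after the libraries had been compared.

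The alternatives planned with them were a pseudocount of 0.1, no minimum, a minimum mean of 5 FPKM, median-of-ratios factors (between 0.944 and 1.064), quantile normalization, no trend, only the groups compared in the fit, the replicate number as a block, each library left out in turn, and a change of at least 2-fold. After seeing the data, removal of the GC trend of each library (loess with a span of 0.5), a library block, and both together were added. The library block set apart CTL replicate 1, MS replicate 3 and MS + Blebb. replicate 2. These had scores below 0 on the first principal component with the GC trend removed. As deposited, MS + Blebb. replicate 1 had a score below 0 as well. A slope of MS + Blebb. between CTL and MS was planned over the genes changed in MS against CTL and could not be computed with 0 such genes. Plots were drawn with matplotlib 3.10.9.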

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

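The removal of the GC trend, the library block and both together were chosen after seeing the data, and the other alternatives were planned. The number of genes with an adjusted p under 0.05 was 0 in the 3 comparisons under each alternative apart from leaving out single libraries, the requirement of a 2-fold change included. One of them, with only the groups compared in the fit, uses 6 of the 9 libraries. With each library left out it was from 0 to 1 in MS against CTL and from 0 to 1 in MS + Blebb. against MS, the 1 gene being Gm49527 without MS replicate 2, and 0 in MS + Blebb. against CTL. At an unadjusted p under 0.05 these alternatives gave between 11 and 205 genes in MS against CTL, between 62 (with only the groups compared in the fit) and 714 in MS + Blebb. against MS and between 7 and 183 in MS + Blebb. against CTL. The count in MS + Blebb. against MS was above the average by chance with the library block (586 against 505). It was also above it with the GC trend removed and the library block (714 against 484). The counts of the other comparisons stayed below it under both. Genes move together within libraries, so counts on either side of this average do not show whether groups differ. The factors planned from edgeR could not be used on FPKM and the median-of-ratios factors took their place, as planned for that case. The alternatives planned for counts were not run.

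Among single genes, 196 values under the alternatives planned, apart from leaving out single libraries, had the direction first reported and 2 did not. These were Nf1 (-0.029) and Smad1 (-0.0097) in MS against CTL under quantile normalization. Many of the 196 could not have changed. Only the pseudocount of 0.1, median-of-ratios factors and quantile normalization alter a log2 fold change. The other settings return the first value, as 0.31 for Nras with no trend, so the 196 are no measure of stability. With the GC trend removed, with or without the library block, Braf was at -0.071, Nf1 at -0.097 and Wwtr1 at -0.072 in MS against CTL, and Yap1 was at 0.17, Wwtr1 at 0.078 and Smad1 at -0.023 in MS + Blebb. against MS. The cause was not tested, except for Braf under the other observations.

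With each library left out, the log2 fold changes in MS against CTL ran from -0.062 (without MS 1) to 0.31 (without MS 2) for Braf, from -0.18 (CTL 1) to 0.26 (MS 2) for Nf1, from -0.18 (MS 3) to 0.0037 (MS 1) for Yap1, from -0.035 (MS 3) to 0.22 (MS 2) for Wwtr1, from -0.45 (CTL 1) to 0.21 (CTL 3) for Tead1, from -0.19 (CTL 1) to 0.23 (CTL 3) for Smad1 and from -0.24 (CTL 1) to 0.51 (CTL 3) for Mitf. Those in MS + Blebb. against MS ran from -0.20 (without MS + Blebb. 3) to 0.064 (MS 3) for Yap1, from -0.57 (MS + Blebb. 3) to 0.0047 (MS + Blebb. 2) for Tead1 and from -0.077 (MS + Blebb. 3) to 0.15 (MS + Blebb. 2) for Smad1. Nras, Nf2, Tead2, Smad2 and Piezo1 kept their direction in both comparisons with each library left out, as did Braf, Nf1, Wwtr1 and Mitf in MS + Blebb. against MS.

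The number of gene lists past the threshold by camera was 2 in MS against CTL, 4 in MS + Blebb. against MS and 1 in MS + Blebb. against CTL. For MS against CTL it was 4 under quantile normalization and 5 with the library block. For MS + Blebb. against MS it was 2 with a minimum mean of 5 FPKM, where fewer genes were tested, 2 with the GC trend removed, 3 under quantile normalization and 5 with the library block. For MS + Blebb. against CTL it was 2 with median-of-ratios factors, quantile normalization, the library block, and the GC trend removed with the library block. With each library left out it ran from 0 (without MS 2) to 5 (without CTL 1) in MS against CTL, from 1 (without MS 2) to 4 in MS + Blebb. against MS and from 1 to 4 (without MS + Blebb. 2) in MS + Blebb. against CTL. The median of the YAP targets in MS + Blebb. against MS turned to 0.010 with median-of-ratios factors, 0.089 under quantile normalization and 0.0090 with the GC trend removed, with or without the library block. The causes were not tested. Among the medians of single lists, 4 more passed and 5 more fell short of the threshold under the alternatives planned, apart from leaving out single libraries, and 7 and 3 did under those chosen after seeing the data.

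With each library left out, the medians in MS against CTL ran from -0.21 (without CTL 1) to 0.023 (CTL 3) for YAP targets, from -0.41 (CTL 1) to 0.064 (CTL 3) for MAPK output, from -0.29 (CTL 1) to 0.42 (CTL 3) for S phase, from -0.22 (CTL 1) to 0.47 (MS 3) for G2/M, from -0.22 (CTL 1) to 0.021 (CTL 3) for SRF and actin targets and from -0.33 (MS 3) to 0.041 (CTL 1) for pigment genes. Those in MS + Blebb. against MS ran from -0.070 (without MS + Blebb. 3) to 0.091 (MS + Blebb. 2) for YAP targets, from -0.50 (MS + Blebb. 3) to 0.14 (MS + Blebb. 2) for S phase, from -0.65 (MS + Blebb. 3) to 0.064 (MS + Blebb. 2) for G2/M phase and from -0.074 (MS + Blebb. 2) to 0.27 (MS 3) for pigment genes.

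The replicate numbers are shared between groups but do not pair the libraries. The deviations of same-numbered libraries from their group means had correlations across genes between -0.79 and 0.84, of which 7 of 9 were below 0. In the fit with a replicate block, 0 genes passed in each comparison, with 14, 119 and 10 genes at an unadjusted p under 0.05, and S phase in MS + Blebb. against MS had an FDR of 0.0517.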

Differences from the paper's values

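The paper's text and supplement give no expression values for the sequencing data, so no numbers are set side by side. The following directions differ from those stated in the text or drawn in Figure 7C.

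The paper states that straining raised NRAS and BRAF and lowered NF1. Here the log2 fold changes in MS against CTL were 0.31 for Nras, 0.11 for Braf and 0.022 for Nf1, with an adjusted p of 1.00 for each (limma), so that none was called and Nf1 was not lower. In the heat map, read by eye, NF1 has about the same colour in all groups and NF2 is lower in MS than in CTL. Nf2 had a log2 fold change of -0.15. Among the alternatives set before the data were examined, Nf1 was below 0 with Nras and Braf above 0 under quantile normalization (-0.029), without CTL replicate 1 (-0.18) and without MS replicate 3 (-0.057). Without MS replicate 1, Nf1 was at -0.14 but Braf was at -0.062. With the GC trend removed, chosen after seeing the values, Nf1 was at -0.097 but Braf was at -0.071. None of these settings brought any of the 3 genes past the threshold. Since the heat map shows a pair of columns per group, all 9 ways of choosing a pair of MS libraries and a pair of CTL libraries were compared by their means. Nras was higher in MS in 8 of them, Braf was higher in 6, Nf1 was lower in 4, and these directions occurred together in 1.

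The paper states that TEAD1, TEAD2, SMAD1 and SMAD2 were affected. The heat map, read by eye, draws TEAD1, TEAD2 and SMAD1 lower and SMAD2 higher in MS than in both other groups. None of the 4 genes was called here in either comparison. Tead1 was lower in MS + Blebb. than in MS (-0.31), the opposite of the colours, and only without MS + Blebb. replicate 2 was it above 0 (0.0047). Smad1 was slightly higher in MS than in CTL (0.062). It was lower under quantile normalization (-0.0097), without CTL replicate 1 (-0.19) and without MS replicate 1 (-0.042).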

Other observations

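The gene lists and the correlation between comparisons were planned, and all tests of explanations in this part were chosen only after the result was seen.

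The strongest difference between libraries did not follow the groups. With the GC trend of each library removed, CTL replicate 1 (-35.0), MS replicate 3 (-17.3) and MS + Blebb. replicate 2 (-34.2) had scores below 0 on the first principal component and the other 6 libraries had scores from 2.98 to 21.9. As deposited, MS + Blebb. replicate 1 was also below 0, at -7.29. The 3 libraries come from different groups and have different replicate numbers. Their deviations from the group means went together, with correlations across genes of 0.75 (CTL 1 with MS 3), 0.92 (CTL 1 with MS + Blebb. 2) and 0.72 (MS 3 with MS + Blebb. 2). Trib3 and Ddit3, chosen after their values were seen, show the size of the difference. Trib3 was at 153, 103 and 183 FPKM in these 3 libraries and at 21.2 and 19.4 FPKM in the other CTL libraries, 36.4 and 22.0 FPKM in MS and 41.7 and 23.7 FPKM in MS + Blebb. Ddit3 was at 137, 99.1 and 131 FPKM in the 3 libraries and at most 45.7 FPKM in the others. Mitochondrial transcripts made up 10.8%, 11.8% and 8.27% of the summed FPKM in the 3 libraries and between 5.07% and 7.19% in the others.

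Several explanations of this pattern were tested. Straining or blebbistatin as the cause is argued against by the groups of the 3 libraries and by the share of variance between groups, 13.2% against 25.0% with no group difference, as long as the labels are right. GC content as the whole cause is argued against by the first component, which held 68.7% of the variance after the GC trend was removed and had a correlation of 0.97 with the original scores. With GC and gene length trends removed the share was 70.2%, and under quantile normalization, which gives every library the same distribution, it was 68.8%. Fibroblasts, macrophages and keratinocytes among the cells are argued against by 18 marker genes of these types, of which only Cd68 reached a mean of 1 FPKM. Cells of other types or lines were not tested. The highest marker in the 3 libraries was at 2.09 FPKM (Cd68 in CTL replicate 1), below the highest in the others (2.84 FPKM). The highest fibroblast marker was at 0.26 FPKM (Col1a2 in CTL replicate 3) and the highest keratinocyte marker at 0.022 FPKM (Krt14 in MS replicate 2). A candidate explanation is a different growth state of the cultures. The library medians of the S phase and G2/M lists, with the GC trend removed, were below 0 in the 3 libraries and above 0 in the others for 18 of 18 medians. For S phase they were -0.71, -0.39 and -0.68 in CTL 1, MS 3 and MS + Blebb. 2, and between 0.28 and 0.32 in the others. The 18 medians are not independent tests, since the 3 libraries were picked by the first component of the same values. Nor is the split special to the cell cycle. Pigment genes lay at 0.79, 0.43 and 0.555 in the 3 libraries and at most at -0.061 in the others. What set the cultures apart is not known. A shared preparation or sequencing batch cannot be told apart from this, since the correlation of 0.92 between CTL 1 and MS + Blebb. 2 could come from either and no label gives a batch. Mislabelled libraries cannot be told apart from it either. The correlations of 0.72 or more among the 3 libraries would also arise if they shared a condition, which would change the meaning of each group comparison, and no value here shows which condition a library had.

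Other splits of the 6 libraries of a comparison often gave more genes than the real groups. The following counts of splits include the real groups. At an unadjusted p under 0.05, 9 of the 10 splits gave at least the 16 genes of MS against CTL. For MS + Blebb. against MS 6 of 10 gave at least 126, and for MS + Blebb. against CTL 8 of 10 gave at least 9. With 10 splits the share cannot be under 0.1. A split of the CTL and MS + Blebb. libraries, that of CTL 1 and MS + Blebb. 1 and 2 from CTL 2 and 3 and MS + Blebb. 3, gave 1999 genes with an adjusted p under 0.05 (limma), while the real groups gave 0. The first of these trios holds the libraries with the largest positive correlations with GC content (0.46, 0.55 and 0.54). GC content as the whole cause is argued against by the 659 genes past the threshold in this split after the GC trend was removed. The correlation of log2 fold changes across genes between the comparisons of MS and of MS + Blebb. with CTL was -0.30, within the range of -0.88 to 0.97 (median 0.49) of 100 simulations of unchanged groups with the same controls.

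The log2 fold changes followed the GC content of the genes. The correlation across 9683 genes, which are not independent, was -0.63 in MS against CTL, 0.66 in MS + Blebb. against MS and 0.43 in MS + Blebb. against CTL. In MS against CTL the median was 0.22 for the tenth of genes with the lowest GC content (at most 41.7%) and -0.11 for the tenth with the highest (at least 57.9%). A GC trend may account for the higher Braf in MS, since the log2 fold change was -0.071 once the trend was removed and 200 genes of like GC content and level had a median of 0.19, above Braf itself. For Nras the value after removal was 0.14, and Nras lay at percentile 82.5 of its matched genes. Of the 11 genes matched in this way in MS against CTL, Piezo1 was the most extreme, at percentile 1.0 and with -0.18 after removal, and the others lay between percentile 10.5 and 88.0. A GC trend and a response of Nras to straining cannot be told apart, since neither value stands out from the matched genes or passes a threshold. Nras, Braf and Nf1 also rose and fell together between libraries. The 4 libraries with the lowest values were the same for all 3 genes (CTL 1, MS 2, MS + Blebb. 1 and MS + Blebb. 2).

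Cell cycle lists were higher in MS than in CTL, with medians of 0.18 for S phase (39 of 41 genes above 0, FDR 0.00794 by camera) and 0.20 for G2/M (40 of 48 genes, FDR 0.00794). The other medians in this comparison were -0.081 for YAP targets (FDR 0.0724), -0.088 for MAPK output (FDR 0.136), -0.083 for SRF and actin targets (FDR 0.0617) and -0.14 for pigment genes (FDR 0.132). These calls changed with the setting. Pigment genes had an FDR of 0.0417 under quantile normalization, 0.0402 with the GC trend removed, 0.000220 with the library block and 1.31e-06 with both, and 0.000956 without MS replicate 3. For YAP targets it was 0.0142 under quantile normalization, 0.0302 with the library block and 0.00156 without CTL replicate 1. SRF and actin targets had 0.0425 with median-of-ratios factors and 0.0314 with no minimum, and MAPK output had 0.0476 with the library block. Without CTL replicate 1 it was 0.00148 for SRF and actin targets (median -0.22) and 8.89e-05 for MAPK output (median -0.41). SRF and actin targets also passed without CTL replicate 2 (0.0365) and without MS replicate 1 (0.0385). Without CTL replicate 3 neither list passed, and their medians turned to 0.021 and 0.064. With the values as deposited and no block, no list in any comparison held with fry (FDR of at least 0.891) or with an estimated correlation (FDR of at least 0.804). The fry FDR was 0.420 for YAP targets under quantile normalization. With the library block, chosen after seeing the data, it was 0.0753 for pigment genes and 0.0885 for MAPK output in MS + Blebb. against MS, and the estimated-correlation FDR was 0.235 and 0.236 for the same lists. Of the 10 splits of the MS and CTL libraries, the real one included, 5 gave at least as many lists past the threshold by camera as the 2 of the real groups. GC content as the whole cause is argued against by G2/M, which had an FDR of 0.0174 with the GC trend removed. The cell cycle difference may rest on single libraries. Without CTL replicate 1, in which the S phase list lay at -0.86 as deposited, both lists passed the threshold in the opposite direction. The medians were then -0.29 for S phase (FDR 0.00152) and -0.22 for G2/M (FDR 0.00383). Both lists were higher in MS and passed without CTL replicate 2, CTL replicate 3 or MS replicate 3. The S phase median was -0.046 without MS replicate 1, and its FDR was 0.618 without MS replicate 2. The paper reports on proliferation by other assays, which these lists do not test.

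MAPK output was higher in MS + Blebb. than in MS, with a median of 0.46 (8 of 10 genes above 0, FDR 0.00794 by camera), and than in CTL, with a median of 0.21 (8 of 10 genes, FDR 0.00565). The MAPK output median against MS was above 0 under all alternatives and with each library left out, from 0.28 without MS + Blebb. replicate 3 to 0.72 without MS + Blebb. replicate 2. Its FDR was 0.124 without MS replicate 3, 0.197 without MS + Blebb. replicate 3 and 0.0628 with a minimum mean of 5 FPKM. Against CTL the MAPK output median was 0.081 with a minimum mean of 5 FPKM (FDR 0.0835), 0.076 without CTL replicate 1 (FDR 0.696) and 0.16 without MS + Blebb. replicate 3 (FDR 0.404). GC content as the whole cause is argued against by the median of 0.42 against MS after the GC trend was removed. The genes of the MAPK output list may instead move together within single libraries, since with their correlation estimated the FDR was 0.804. The library medians were 0.37, -0.33 and 0.56 in MS + Blebb. replicates 1, 2 and 3 and -0.12, -0.046 and -0.47 in those of MS, so the groups overlapped. An effect of blebbistatin stays open. Of the 10 splits, the real one included, 3 gave at least as many lists as the 4 of MS + Blebb. against MS, and 8 at least as many as the 1 of MS + Blebb. against CTL.

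The other lists in MS + Blebb. against MS had medians of -0.0068 for YAP targets (FDR 0.386), -0.23 for S phase (FDR 0.0194), -0.39 for G2/M phase (FDR 0.00565), 0.15 for SRF and actin targets (FDR 0.0193) and 0.076 for pigment genes (FDR 0.198). The FDR of pigment genes was 0.00526 with the library block and 0.00187 without MS replicate 3. Without MS + Blebb. replicate 2 the S phase and G2/M phase medians turned to 0.14 and 0.064. S phase then passed the threshold in the opposite direction (FDR 0.0196 by camera), while G2/M phase did not pass (FDR 0.0780). YAP targets also passed in that setting, with a median of 0.091 (FDR 0.0316). Without MS replicate 1 the FDR of S phase and G2/M phase was 0.535 and 0.262. Without MS replicate 2 the FDR was 0.611 for S phase, 0.288 for G2/M phase and 0.0839 for SRF and actin targets. Without MS replicate 3 it was 0.0848 for SRF and actin targets, while S phase (1.36e-06) and G2/M phase (5.5e-08) passed. SRF and actin targets passed without MS replicate 1 (0.0128). The FDR was 0.0779 for S phase and 0.212 for SRF and actin targets once the GC trend was removed, and that of SRF and actin targets was 0.0628 with a minimum mean of 5 FPKM and 0.0576 under quantile normalization.

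Mitf, which the paper names in connection with BRAF, was expressed at 21.8 ± 10.7 FPKM (SD, n = 3) in CTL, 24.7 ± 10.2 FPKM in MS and 17.8 ± 11.5 FPKM in MS + Blebb. A log2 fold change of 0.24 in MS against CTL (standard error 0.52, adjusted p = 1.00, limma) turned to -0.24 without CTL replicate 1, and that in MS + Blebb. against MS was -0.56 (adjusted p = 0.897, limma), between -1.03 without MS + Blebb. replicate 3 and -0.16 without MS + Blebb. replicate 2.

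Values of Ccl5 and Lrch4, both chosen after their values were seen, are given without an explanation. Ccl5 was at 26.8, 24.0 and 19.0 FPKM in MS + Blebb., against 8.80, 9.45 and 6.37 FPKM in MS and 11.1, 8.83 and 11.2 FPKM in CTL. Against MS the log2 fold change was 1.40 (standard error 0.19, adjusted p = 0.375, limma) and lay between 1.25 and 1.53 with each library left out. Its adjusted p lay between 0.0760 and 0.949 over the alternatives apart from leaving out single libraries. Lrch4 was at 8.68, 8.02 and 9.66 FPKM in MS, against 27.2, 20.4 and 27.3 FPKM in CTL and 26.5, 11.4 and 16.7 FPKM in MS + Blebb. Against CTL the log2 fold change was -1.40 (standard error 0.26, adjusted p = 1.00, limma), with an adjusted p between 0.562 and 1.00 over the same alternatives.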
